A study of Drosophila melanogaster and Drosophila yakuba and Drosophila virilis with 31 samples. Its data were reported in "Sex Bias and Maternal Contribution to Gene Expression Divergence in Drosophila Blastoderm Embryos" (2015).

How the data were processed

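Single blastoderm embryos and unfertilized eggs of D. melanogaster (mel), D. yakuba (yak), D. pseudoobscura (pse) and D. virilis (vir) were sequenced by the authors without amplification of the input RNA. The authors trimmed reads, mapped them to transcripts with Bowtie2, estimated transcript levels with eXpress and summed them per gene. They used the FlyBase release 5 annotation for mel and annotations of an earlier study for the other species. The authors deposited log10 of normalized FPKM plus 1, for genes with 1 ortholog in each species, in 6 tables that differ in the normalization after eXpress. These were the 75th percentile of autosomal genes, none, the median, the 95th percentile, TMM and the quantile method. The 75th-percentile table, which the study used, was the main one here. The authors also deposited for each table a class of origin (maternal, zygotic or both) with a text confidence, which for yak, pse and vir came from a support vector machine trained on mel genes. The mel genes had been classed in an earlier study by allele-specific sequencing. For mel the confidence is high wherever a class is given, and 586 genes have no mel class.

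Values were turned back to FPKM and analysed as log2(value + 1), unless a ratio is stated. The tables give no counts, so library depth is unknown, models of counts were not used, and no interval or detection limit from counting is given. Samples were matched to columns by species, sex and replicate number. The 31 libraries fell into 12 groups, and 84 columns of samples that match no library were not used. The third pse female and the first vir male, which the study's methods removed for low quality, were left out of the main comparisons. The deposited group means of these groups include the removed libraries, so group means were recomputed from the libraries kept. Gene symbols and positions are those of the files, which are mel coordinates, and genes were placed on Müller elements by the mel chromosome arm. Of the gene identifiers, 5671 (94.6%) were found in a table of gene names, which was used only to look up the list of named genes, and 172 genes have no symbol in the files. Reads shared by paralogs or overlapping genes were divided in the authors' estimation and not examined here.

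The tests, samples, alternatives and the rule for named genes were fixed before the data were examined, except where a choice is said to have been made later. All tests were two-sided unless stated. Scores of embryos were compared with exact permutation tests of sex within species. Genes ranked by sex ratio had a mean embryo log2(value + 1) above 0.33 in all 4 species. Genes in limma had a group mean above 1 in at least 1 group. limma was run on log2(value + 1) with empirical Bayes moderation and a trend, in 1 fit of the 8 groups of embryos or the 12 groups of all libraries, with Benjamini-Hochberg adjustment over genes and a threshold of 0.05. Tests across genes used 100000 resamples (10000 for alternatives), and the divergence of Müller A used 1000 bootstrap draws of genes within elements. The retained fraction was the least-squares slope of embryo on egg values over all embryo-egg pairs of a species. The likelihood ratio compared it with a common slope, using the mean variance within groups, the chi-square distribution with 4 degrees of freedom, an adjusted p under 0.001 and more than 2-fold between species. This fold is taken on the retained fraction, while the study took it on the rate. Genes are not independent replicates in any test across genes. The planned Wilcoxon test of Müller D levels across genes was run as an alternative, and its p-value is not given, since the embryos are the replicates.

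Named genes followed a rule. They were genes of a list of sex determination and dosage compensation genes; the 3 genes called in all 4 species with the largest smallest effect in each sex, of which only 2 existed for males; the 3 Müller D genes with the largest excess in pse and no overlap between pse females and males; the 2 genes higher in eggs and the 2 higher in embryos with the largest smallest effect; and the 2 genes called for a species-specific rate with the largest range and egg values above 10. The genes roX1 and roX2 of the list were not analysed here.

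The code was tested on simulated data drawn from the means and spreads of the real libraries. With 200 genes changed in each species, limma called 73.5%, 73.0%, 59.5% and 64.5% of them in mel, yak, pse and vir. Of its calls 5.77%, 4.58%, 6.30% and 5.84% were wrong, and it made 0 calls without a change. The simulated noise was normal and independent, with 1 spread per gene for all 8 groups, as the fit assumes. These rates therefore cannot show whether a spread shared by the species is sound in the real data. The likelihood ratio called 90.5% of 200 changed genes and 192 of 2805 genes (6.84%) simulated with 1 common rate, of which 1032 passed its adjusted p alone. Alternatives were the other normalizations, pseudocounts, filters, thresholds, class tables, a block by replicate number, separate fits, other tests, the removed libraries put back, and each library left out in turn. Analyses used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.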

Results

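The data were 31 libraries of messenger RNA sequencing, each made from a single embryo at the end of the blastoderm stage or from a single unfertilized egg. They came from 4 species: D. melanogaster (mel), D. yakuba (yak), D. pseudoobscura (pse) and D. virilis (vir). Each species had 3 female and 3 male embryos, sexed by PCR, and 2 eggs, except pse with 1 egg. The third pse female and the first vir male, which the study removed for low quality, were left out of all comparisons unless stated, which left 22 embryos and 7 eggs. Values were FPKM scaled to the 75th percentile of autosomal genes. The tables gave no read counts, so the depth of each library is unknown and no counting interval is given. Genes were placed on Müller elements A to E by their mel chromosome arm. Müller A is the X chromosome of all 4 species, and Müller D is X-linked in pse only. The table held 5993 genes with 1 ortholog in each species. Of these, 5983 passed the expression filter and 4621 passed the level filter for sex ratios, with 802, 849, 922, 863 and 1185 on Müller A, B, C, D and E.

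The first question was whether genes of the X chromosome differed between female and male embryos when the embryo, not the gene, was the replicate. A score was computed for each embryo: the median over Müller A genes of the log2 deviation from the species mean, less the same median over Müller B, C and E. In mel the score was 0.18 ± 0.073 in females and −0.18 ± 0.043 in males (mean ± SD, n = 3 and 3). In yak it was 0.15 ± 0.040 in females and −0.15 ± 0.083 in males (n = 3 and 3). In pse it was 0.18 ± 0.013 in females and −0.12 ± 0.039 in males (n = 2 and 3), and in vir 0.16 ± 0.019 in females and −0.23 ± 0.064 in males (n = 3 and 2). The female minus male differences were 0.36, 0.30, 0.30 and 0.39 in mel, yak, pse and vir, against pooled SDs within groups of 0.060, 0.065, 0.033 and 0.040. Each species gave an exact permutation p of 0.1 (two-sided), the smallest that its design allows. Over the 4 species the mean difference was 0.34 (exact permutation of sex within species, two-sided, p = 2.5e-05, the smallest that the 40000 relabelings can give). The alternative that moved this mean most was a filter on a mean embryo value above 10, which gave 0.29. Leaving out the second vir male lowered the vir difference to 0.34. The difference in pse less the mean of the other species was −0.05 (exact permutation of sex within species, two-sided, p = 0.785 over 40000 relabelings). Relabeling also removes the Müller A sex effect of each species, so this test cannot decide whether the effect in pse differs.

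The same score for Müller D addressed whether the element that became X-linked in pse shows a sex difference there and not elsewhere. The female minus male difference was 0.34 in pse, with 0.20 ± 0.0053 in females and −0.14 ± 0.029 in males (mean ± SD, n = 2 and 3). It was 0.02 in mel, 0.02 in yak and −0.00 in vir. The exact permutation p was 0.1 in pse, the smallest possible, and 0.1, 0.3 and 0.8 in mel, yak and vir (two-sided). The mel difference was larger than its pooled SD of 0.0065, and it was small beside that of pse. The difference in pse less the mean of the other species was 0.33 (exact permutation of sex within species, two-sided, p = 0.0955 over 40000 relabelings). Only 10 relabelings of the pse embryos exist, and the p-value did not fall below 0.05. The alternative that moved this value most was a pseudocount of 0.1, which gave 0.36.

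**Figure D1:**
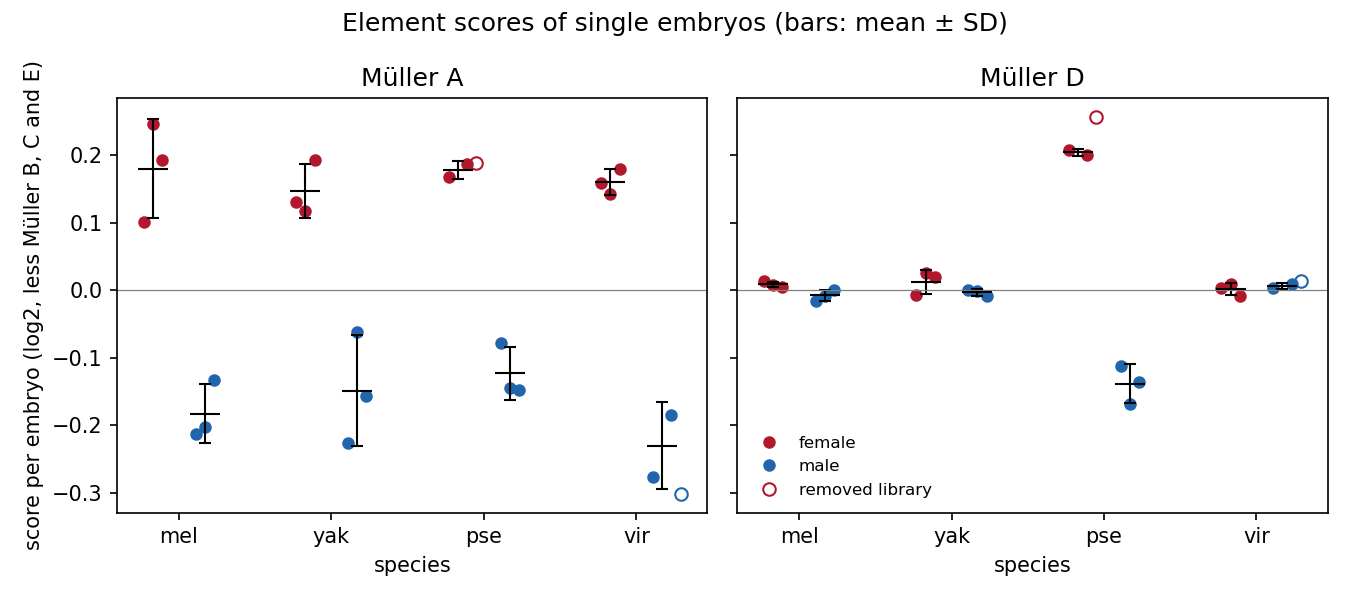
Score of each embryo on Müller A (left) and Müller D (right) in log2 units, relative to Müller B, C and E, by species. Points are embryos (females red, males blue), open circles are the 2 removed libraries and black bars are the mean ± SD of the other embryos. On Müller A females lie above males in all 4 species, with differences from 0.30 to 0.39, and on Müller D the difference is 0.34 in pse and at most 0.02 in the other species.

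Across genes, the median log2 ratio of the mean female to the mean male value on Müller A was 0.43 in mel, 0.30 in yak, 0.32 in pse and 0.44 in vir. On Müller D it was 0.35 in pse (quartiles 0.06 and 0.65) and 0.01, 0.00 and 0.00 in mel, yak and vir. The medians on Müller B, C and E lay between −0.03 and 0.01 in all 4 species. These are descriptions across genes, which are not independent replicates.

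**Figure D2:**
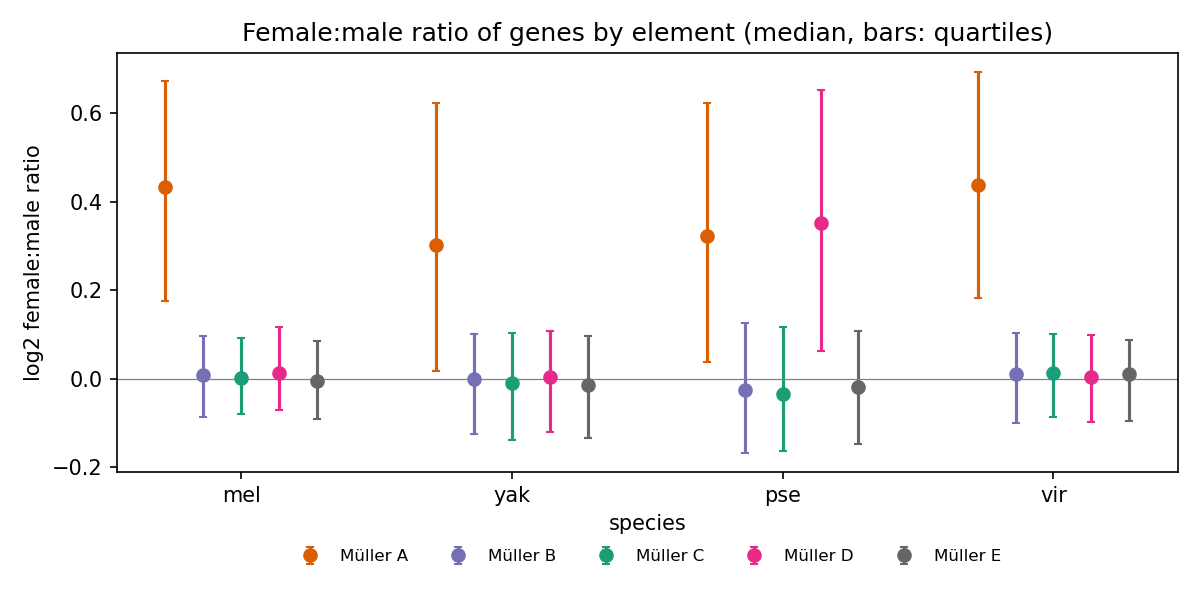
Median log2 female:male ratio of the ranked genes on each Müller element, by species, with bars from the lower to the upper quartile across genes. Müller A lies between 0.30 and 0.44 in the 4 species, and Müller D lies at 0.35 in pse and near 0 in mel, yak and vir.

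Genes with a sex ratio of 1.5-fold or more were counted to ask whether female or male bias was more frequent. Female-biased genes numbered 347 in mel, 277 in yak, 552 in pse and 337 in vir, and male-biased genes 64, 123, 150 and 90. The X chromosome held 80.7%, 80.9%, 88.9% and 81.3% of the female-biased genes, with Müller A and D together counted as the X in pse. It held 35.9%, 21.1%, 34.0% and 14.4% of the male-biased genes. Of all ranked genes it held 17.4% in mel, yak and vir and 36.0% in pse. The counts have no test. The alternative that moved the female counts most was the filter on a mean embryo value above 10, which gave 93, 90, 233 and 111 genes. Single libraries decided part of the male-biased counts: these were 112 without the third mel female, 263 without the third yak female, 258 without the second pse female, and 155 and 158 without the third vir male and the second vir female. The median log2 ratio was 0.78, 0.79, 0.78 and 0.79 in female-biased genes and −0.80, −0.81, −0.87 and −0.86 in male-biased genes. The difference in size had a permutation p across genes (two-sided) of 0.290 in mel, 0.226 in yak, 6e-05 in pse and 0.0269 in vir.

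Among the 200 genes with the largest absolute log2 ratio, the X chromosome held 68.0% in mel, 62.0% in yak, 71% in pse and 65.5% in vir. Females had the higher value for 167, 132, 130 and 152 of them. Among the alternatives that kept all libraries, a pseudocount of 1 in the ratio moved these shares most, to 82.5%, 77.0%, 85.0% and 82.0%. Leaving out 1 library moved 3 of them farther: the share was 33.0% in yak without the third female, 56.0% in pse without the second female and 46.5% in vir without the second male.

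Ranks of the sex ratio within species were used to ask which bias is shared. There were 219 genes in the top 20% of all 4 species, of which 212 lay on Müller A against 38.0 expected from the ranked genes. The chi-square test over elements gave a Monte Carlo p of 1e-05, the smallest that the 100000 resamples can give. There were 30 genes in the bottom 20% of all 4 species, of which 5 lay on Müller A against 5.21 expected (Monte Carlo permutation p = 0.179). With the top and bottom 10% the numbers were 50 and 13. Genes biased in 1 species were those in the top (or bottom) 20% there and in the bottom (or top) 60% of the others. They numbered 110 female-biased and 168 male-biased in mel, 107 and 161 in yak, 137 and 142 in pse, and 122 and 148 in vir. Of the 137 pse genes, 113 lay on Müller D, which is 82.5% against 18.7% of all ranked genes (Fisher's exact test, two-sided, p = 3.95e-61). Of the 142 male-biased pse genes, 10 lay on Müller D, which is 7.04% (Fisher's exact test, two-sided, p = 1.07e-04). Leaving out 1 pse embryo at a time gave female shares on Müller D from 70.3% to 79.6%. These tests are across genes.

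To ask in which sex the level of Müller D differed, each pse embryo was compared with the mean of mel embryos of the same sex. The median log2 difference over Müller D genes, less that over Müller B, C and E, was −0.37 ± 0.033 in pse males (mean ± SD, n = 3) and 0.01 ± 0.043 in pse females (n = 2). The sexes differed by 0.37 (exact permutation test, two-sided, p = 0.1, the smallest possible). Quantile normalization moved this difference most, to 0.30.

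The same comparison across genes gave median log2 differences of −0.41 in males and −0.04 in females for the 863 genes of Müller D, and −0.01 and −0.04 for the 2956 genes of Müller B, C and E.

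Sex ratios on the X chromosome were compared between genes of high and low level, split at a log10 level of 2. The median log2 ratio of highly expressed genes less that of the others was −0.36 in mel, −0.27 in yak, −0.37 in pse and −0.36 in vir. Each permutation test across genes (two-sided) gave p = 1e-05, the smallest that the resamples can give. A split at 1.5 moved the vir difference most, to −0.19. The yak difference was −0.43 without the third yak male, and −0.19 without the first yak male.

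Maternal transcripts enter the egg before the sex of the embryo is set, so the ratios were also compared by the origin class that the authors deposited. X-linked genes classed zygotic had a higher median log2 ratio than those classed maternal by 0.20 in mel (51 and 643 genes), 0.18 in yak (55 and 674), 0.25 in pse (156 and 1399) and 0.14 in vir (71 and 643). The permutation p across genes (two-sided) was 0.00276, 0.0396, 1e-05 and 0.00717. Genes classed as both had medians of 0.70, 0.31, 0.31 and 0.64 in mel, yak, pse and vir, against 0.58, 0.46, 0.56 and 0.54 for zygotic and 0.38, 0.28, 0.32 and 0.40 for maternal genes. They lay above the zygotic genes in mel and vir and slightly below the maternal genes in pse, and these differences were not tested. The yak, pse and vir classes are predictions, and the study reports that these were poor for genes classed as both. The place of such genes in those species is therefore uncertain. The tests of zygotic against maternal genes lost p under 0.05 when single libraries were left out, except in pse. In mel the difference was 0.10 without the third male and 0.09 without the third female. In yak it was 0.07 without the first male and 0.03 without the third female. In vir it was 0.04 without the second male and 0.09 without the second or the third female. It rose to 0.27 in yak and 0.30 in vir without the third male.

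Sex effects of single genes were tested with limma in 1 fit of the 8 groups of embryos. At an adjusted p under 0.05, genes higher in females and in males numbered 173 and 27 in mel, 162 and 17 in yak, 311 and 59 in pse, and 166 and 17 in vir. At an unadjusted p under 0.05 the counts were 517 and 123, 404 and 153, 735 and 206, and 470 and 132. Müller A held 162, 158, 140 and 155 of the genes higher in females, and Müller D held 165 of them in pse. The counts rested on a spread shared by all 4 species. With a separate fit for each species, 9 and 3 genes were called in mel and 0 in yak, pse and vir, where 331 and 104, 734 and 195, and 483 and 160 genes had an unadjusted p under 0.05. Several counts also rested on single libraries. The female count in mel was 85 without the second female, 101 without the second male and 103 without the third female, and in yak it was 100 without the first male. The male count was 8 in yak without the first female and 31 in pse without the first male. In vir the female count was 84 without the third female and the male count 31 without the second female.

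In all 4 species 18 genes were called higher in females, all on Müller A, and 2 higher in males, 1 of them on Müller A and 1 on Müller B. Named here by a rule fixed in advance are the 3 with the largest smallest effect in females, and both in males. Positions are in the D. melanogaster coordinates of FlyBase release 5 as the files give them. Sxl (FBgn0003659, X, 6970742 to 6992086) had log2 differences of 2.65 ± 0.17 in mel (limma, ± SE, n = 3 and 3), 2.40 ± 0.17 in yak (n = 3 and 3), 2.66 ± 0.19 in pse (n = 2 and 3) and 2.65 ± 0.19 in vir (n = 3 and 2). The adjusted p was 3.35e-08, 1.72e-07, 6.93e-08 and 2.14e-07. Its mel level was 804.9 ± 158.1 FPKM in females and 126.7 ± 17.6 FPKM in males (SD, n = 3 each). S6kII (FBgn0262866, X, 21931812 to 21935929) had differences of 0.91, 0.88, 0.84 and 0.92 in mel, yak, pse and vir, with adjusted p from 0.00160 to 0.00452. sbr (FBgn0003321, X, 10726784 to 10741125) had differences of 0.75, 0.83, 0.79 and 0.75, with adjusted p from 0.00598 to 0.0301. Its call was lost in mel, pse or vir when 1 of several libraries was left out, for example 0.68 without the second mel female, 0.73 without the third pse male and 0.65 without the first vir female. The vir call was also lost with no normalization after eXpress (0.71), the 95th percentile (0.74) and the quantile method (0.64), and the pse call with the quantile method (0.59) and with the removed libraries (0.57).

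Among the genes higher in males, msl-2 (FBgn0005616, 2L, 3462212 to 3466111) had log2 differences of −2.15 in mel, −2.14 in yak, −2.20 in pse and −1.51 in vir, with limma adjusted p of 1.53e-05, 1.64e-05, 2.40e-05 and 0.00176. Its mel level was 19.8 ± 4.74 FPKM in females and 90.7 ± 13.4 FPKM in males (SD, n = 3 each). The gene mof (FBgn0014340, X, 5767867 to 5770884) had differences of −1.74, −2.45, −1.17 and −1.14, with limma adjusted p of 2.06e-04, 8.34e-06, 0.00922 and 0.0181. The vir call of mof was lost without the second vir female (−1.05). With a separate fit for each species, the mel calls of mof, S6kII and sbr were lost (limma adjusted p = 0.0573, 0.065 and 0.0605). Those of Sxl and msl-2 in mel were kept. In yak, pse and vir such fits called no gene. Fold changes on log2(value + 1) understate the change of genes with low values, such as mof at 3.66 ± 0.750 FPKM in mel females (SD, n = 3).

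A list of genes with known roles in sex determination and dosage compensation was fixed in advance, and 6 of them were tested: run, sisA, Sxl, sc, os and msl-2. In the tests over all genes 2, 2, 3 and 2 of them passed in mel, yak, pse and vir, and 2, 3, 4 and 3 passed when adjusted over the list alone. Sxl and msl-2 passed in all 4 species by both counts. The gene os passed over all genes in pse (0.96 ± 0.27, limma adjusted p = 0.0404), and this call was lost without any 1 of the 3 pse males (0.95, 0.90 and 1.03). It was also lost with no normalization after eXpress (0.90), the 95th percentile (0.96) and the quantile method (0.86). Over the list alone, sc passed in yak, os and run passed in pse, and run passed in vir. msl-2 is also a gene that the study named from these libraries, so its call is not independent evidence.

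The sex effect in pse was tested against the mean of the other species in the same fit. The effect was higher in pse for 90 genes, 81 of them on Müller D, and lower for 40 genes, 20 of them on Müller A, at an adjusted p under 0.05. At an unadjusted p under 0.05 the counts were 443 and 247. The count on Müller D was 52 with the 95th-percentile normalization. Without the first pse male the counts were 54 and 19, with 49 on Müller D. The 3 Müller D genes with the largest difference and no overlap between pse females and males were CG14135, FBgn0263108 and CG12004. For any 1 gene chance separates 2 females above 3 males in 1 of 10 relabelings. CG14135 (FBgn0036193, 3L, 11684746 to 11685857) differed by 1.35 ± 0.20 (limma, ± SE, adjusted p = 0.00120), with 290.3 ± 22.6 FPKM in pse females and 130.3 ± 10.8 FPKM in pse males (SD, n = 2 and 3). FBgn0263108 (3L, 3148649 to 3158408), which the files list without a symbol, differed by 1.24 ± 0.14 (adjusted p = 7.29e-05). CG12004 (FBgn0035236, 3L, 1569199 to 1575621) differed by 1.20 ± 0.19 (adjusted p = 0.00138).

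How far transcript levels are conserved was measured as the Spearman correlation across the 5983 genes between single libraries of 2 species. The mean over pairs of embryos was 0.883 ± 0.0045 for mel with yak, 0.801 ± 0.0050 for mel with pse and 0.768 ± 0.0047 for mel with vir (SD over 36, 30 and 30 pairs, which share libraries). It was 0.811 for yak with pse, 0.775 for yak with vir and 0.781 for pse with vir. Embryos of 1 species correlated at 0.983 to 0.987. Among eggs the means were 0.913 for mel with yak, 0.848 for mel with pse, 0.822 for mel with vir, 0.860 for yak with pse, 0.803 for yak with vir and 0.807 for pse with vir. The egg value was the higher one in each of the 6 pairs by more than the SD over pairs of libraries. Only genes with a value above 1 in every library moved these values most, with 0.632 in eggs and 0.651 in embryos for yak with vir. That filter put eggs below embryos for yak with vir and for pse with vir.

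**Figure D3:**
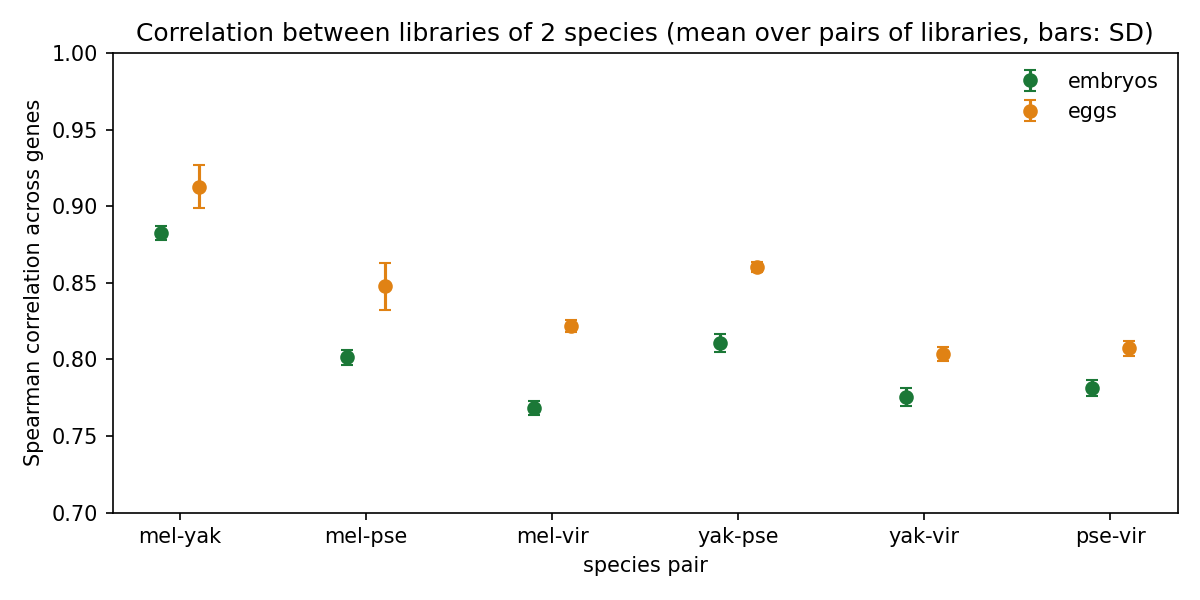
Spearman correlation across genes between single libraries of 2 species, as the mean over all pairs of libraries with bars of 1 SD, for embryos (green) and eggs (orange); the vertical axis starts above 0. Eggs lie above embryos in all 6 species pairs, with values from 0.803 to 0.913 against 0.768 to 0.883.

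Whether genes of the X chromosome diverged more between species was asked for females, males and eggs. The mean correlation of Müller A over the 6 species pairs, less that of the other elements, was −0.0167 in females (bootstrap over genes, 95% interval −0.0380 to 0.00476) and −0.0145 in males (−0.0362 to 0.00721). In eggs it was −0.0321 (−0.0558 to −0.00971), with Müller A lower in 6 of 6 pairs and in 99.8% of the draws, against 5 of 6 pairs in each sex and 92.5% and 89.8% of the draws in females and males. The median variance of log10 levels between species was higher on Müller A than on the other elements by 0.00594 in eggs (permutation test across genes, two-sided, p = 0.00171). The differences were 0.00128 in females (permutation p = 0.625) and −0.00142 in males (permutation p = 0.651). A filter on a group mean above 1 in all 4 species moved the egg values most, to −0.0161 for the correlation, with an interval that included 0, and to 0.00150 for the variance (p = 0.360). The difference between eggs and embryos was not itself tested.

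The origin classes that the authors deposited were compared between species, using those of high confidence. The class was the same for 88.2% of genes in mel with yak, 84.3% in mel with pse, 84.2% in mel with vir, 96.1% in yak with pse, 93.8% in yak with vir and 93.8% in pse with vir. Genes maternal in 1 species and zygotic in the other numbered 43, 115, 117, 65, 78 and 75. With the class tables of the quantile normalization they numbered 21, 62, 75, 30, 41 and 46. The mel classes carry no graded confidence, so pairs with mel are not comparable with the others. The shares include genes classed as both, which the study reports as poorly predicted. The median absolute log2 difference between embryos of 2 species was larger for switched than for conserved genes by 0.37, 0.44, 0.14, 0.20, 0.18 and 0.77, in the same order. The permutation p across genes (two-sided, adjusted over the 6 pairs) was 0.00932, 1.20e-04, 0.195, 0.194, 0.195 and 6e-05. The unadjusted p was 0.00466, 4.00e-05, 0.195, 0.129, 0.189 and 1e-05, the last being the smallest that the resamples can give. The yak, pse and vir classes were predicted by the authors from egg and embryo values. A gene may thus be classed as switched partly because its embryo values differ. These tests therefore cannot decide whether a change of origin itself goes with divergence.

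Eggs were compared with embryos with limma in 1 fit of the 12 groups. On the mean over species 2186 genes were higher in eggs and 3080 higher in embryos at an adjusted p under 0.05, and in all 4 species 685 and 967. The scaling sets this balance: the median log2 difference of egg minus embryo was −0.25, and it was 0.20 with no normalization after eXpress, −0.42 with the median, 0.30 with the 95th-percentile, −0.02 with the TMM and −0.05 with the quantile normalization. The share of called genes higher in eggs was 41.5%, and it ranged from 34.2% (median normalization) to 59.1% (95th-percentile normalization). The 2 genes higher in eggs with the largest smallest effect were aret (FBgn0000114, 2L, 12205842 to 12312795) and BicC (FBgn0000182, 2L, 16042031 to 16048626). Their mean log2 differences were 6.96 ± 0.17 and 7.02 ± 0.19 (limma, ± SE), with adjusted p of 2.60e-20 and 1.60e-19, far from the median shift. The 2 genes higher in embryos were CG10035 (FBgn0038028, 3R, 8207372 to 8208412) and CG8960 (FBgn0035315, 3L, 2197012 to 2198107). The pse egg and the yak and vir eggs were listed at 0 for both, so no fold is given. CG10035 reached 3137 ± 260.3 FPKM in mel embryos (SD, n = 6), and CG8960 906.3 ± 212.5 FPKM.

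The change between species in eggs was compared with that in embryos, across genes. The median Spearman correlation over the 6 species pairs was 0.315 for all 5983 genes and 0.347 for genes classed maternal in both species. Quantile normalization moved them most, to 0.332 and 0.362.

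Finally, the retained fraction of maternal transcripts was estimated for the 2805 genes classed maternal in all 4 species, as the slope of embryo on egg values. The median retained fraction was 0.683 in mel, 0.724 in yak, 0.761 in pse and 0.841 in vir. A model with a rate for each species was preferred for 2037 genes (72.6%), by a likelihood ratio with an adjusted p under 0.001 and more than 2-fold between species. The limma interaction test called 2126 genes, 1979 of them shared, at an adjusted p under 0.05 and more than 2-fold on log2(value + 1). Its threshold is looser and its fold is on another scale, so the 2 counts are not a like comparison. Simulated genes with 1 common rate gave 192 calls, and 1032 of these 2805 genes passed the adjusted p alone. The likelihood ratio treats embryo-egg pairs as independent, although pairs share libraries. Its adjusted p is therefore not an error rate. For 1815 genes (64.7%) the retained fraction exceeded 1 in at least 1 species, on values that are relative within each library, and this share ranged from 42.8% to 71.5% over the normalizations. The alternative that moved the count most was a restriction to the 1454 genes maternal with high confidence in all 4 species, of which 984 were called (67.7%). The genes with the largest range among those with an egg value above 10 were CG11523 (FBgn0037156, 3L, 22258905 to 22259777) and CG8790 (FBgn0027610, 3R, 9190660 to 9194813). CG11523 was listed at 0 in all 5 vir embryos, against 122.8 ± 1.69 FPKM in vir eggs (SD, n = 2) and 66.1 ± 14.4 FPKM in mel embryos (SD, n = 6). CG8790 was listed at 0 in all 5 pse embryos, against 29.5 FPKM in the pse egg and 106.9 ± 18.1 FPKM in vir embryos (SD, n = 5).

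Differences between species in the retained fraction (log2) correlated with those in embryo level at a median of 0.765 over the 6 pairs, across genes, and with those in egg level at −0.240. The retained fraction is built from the same values. With egg values permuted between genes the first correlation was 0.823, and with embryo values permuted the second was −0.504.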

Values the study reported

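The study focused on 5,985 genes. Across embryos it gave median correlations of mel with yak, pse and vir of about 0.89, 0.81 and 0.78, and across eggs of about 0.92, 0.85 and 0.83. Changes between species in embryos correlated with those in eggs at 0.33 for all genes and 0.39 for maternal genes. It tested 1374 genes predicted to be maternal with high probability in the 4 species and preferred a species-specific degradation rate for 667 of them. For those genes, differences in rate correlated at about 0.7 with those in embryo level and at about -0.15 with those in egg level. The study describes a higher rate as going with a lower embryo level.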

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

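The tests for a wrong sex label and for both removed libraries were chosen after the results they bear on were seen, and the tests of the lower effects on Müller A were set up once their number was known.

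The sex effect of pse differed from that of the other species for 81 genes of Müller D, higher in pse, by the test of the difference itself. Of 100 relabelings of sex within species, the real one included, 11 gave as many calls for the whole comparison and 11 as many genes on Müller D. The labels of the pse embryos were kept in 14 of the 100, and none of the 86 that changed them gave more than 5 such genes. The 5 pse embryos allow 10 relabelings, so a count of relabelings alone cannot exclude chance. The Müller D score in pse differed by 0.34 against an SD within groups of 0.024. A wrong sex label in pse is argued against by the Müller A score: the lowest female lay 0.25 above the highest male. A difference in stage between the sexes is argued against by genes of a single class: zygotic genes of Müller D differed by 0.48 ± 0.044 more than zygotic autosomal genes, and maternal genes by 0.33. Genes placed on the wrong element are argued against by the score without the 98 genes whose pse arm differs or is unplaced, which was 0.35. The count was 49 without the first pse male. A difference between the species in the X-linkage of Müller D may produce the pattern and was not tested apart from chance.

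Lower sex effects in pse than in the other species were called for 20 genes of Müller A, again by the test of the difference. Of 100 relabelings only the real one gave as many (1 of 100), but relabeling the other species removes the Müller A sex effect that a lower one in pse needs, so this decides nothing about sex labels drawn at random, and chance within the 5 pse embryos stays open. Centring each library on Müller B, C and E gave 21 genes, but the values were already scaled on autosomal genes, so this decides nothing about scaling of pse libraries by a second X-linked element. The choice of normalization stays open as part of the cause: the lowest count over the other 5 normalizations was 13, with the 95th percentile, and the other 4 gave 18 to 28. The count was 11 without the first pse male and 12 with the removed libraries. Over all Müller A genes the median log2 difference between pse and the other species was −0.05, with 110 genes lower and 58 higher at an unadjusted p under 0.05. A biological difference between species was not tested.

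The 2 removed libraries carry a signal that the comparisons did not use. The third pse female had a Müller D score of 0.26, against 0.20 ± 0.0053 in the 2 pse females kept. The first vir male had a Müller A score of −0.30, against −0.23 ± 0.064 in the 2 vir males kept. Blurring of the sex difference by low quality would have placed them nearer to 0, and neither value lay nearer to 0 than the mean of the libraries kept (0.257 and −0.301). These are the values that raised the question, so they are not a separate test of blurring. Other effects of quality on these libraries were not tested, and no biological explanation was tested.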

How the results depend on the processing

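The settings with elements by the pse assembly, with embryos against the mean egg and with high-confidence maternal genes were chosen after seeing the data. In all, 110 results were recomputed under 34 settings and 28 fits that left out 1 library, which gave 1397 values. Of these 1222 were classed as unchanged, 16 lost the threshold, 11 gained it, 146 moved and 2 reversed. Values with a test or a spread were unchanged if they kept their direction and their side of the threshold or stayed within their spread. Counts of genes have neither, and they could differ clearly from the main count and still be classed as unchanged. For example, female-biased genes in mel numbered 291 to 456 with 1 library left out, against 347, and none of these counts was classed as moved. The number unchanged thus overstates how stable the counts were. Of 1432 values for named genes 43 lost the threshold, 2 gained it and 0 reversed. The mean Müller A score difference ranged from 0.29 to 0.38 over the settings and from 0.32 to 0.35 over the leave-outs, and the excess of Müller D in pse from 0.31 to 0.36 and from 0.31 to 0.34. Groups left with 1 library (pse females, vir males and eggs) were given no limma fit without a library. The cause of the changes below was not tested, except where fewer genes or fewer embryos entered by construction. Values are in the order mel, yak, pse, vir where 4 are given, and in the order mel-yak, mel-pse, mel-vir, yak-pse, yak-vir, pse-vir where 6 are given. Depth is unknown, so how far it limits low values could not be examined.

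With quantile normalization 115 genes were male-biased in mel and 322 female-biased in pse at 1.5-fold. The X share of the top genes was 59.5% in mel, 55.0% in yak and 57.0% in vir. The level of Müller D in pse against mel was −0.31 in males, with a difference between the sexes of 0.30. X genes classed zygotic exceeded maternal ones by 0.14 in mel. Embryos correlated at 0.808 for mel with pse, 0.777 for mel with vir, 0.782 for yak with vir and 0.788 for pse with vir. The variance difference of Müller A reversed in males (0.00214) and had a permutation p of 0.0521 in eggs (0.00393; range over the alternatives 0.0009 to 0.36). Switched genes numbered 21, 62, 75, 30, 41 and 46. The class was the same for 86.0% in mel-vir, 97.5% in yak-pse, 96.8% in yak-vir and 96.4% in pse-vir. Switched genes exceeded conserved ones by 0.32 in mel-vir, 0.86 in yak-pse and 0.37 in yak-vir, now past the threshold. The retained fraction correlated at 0.710 with embryo level and −0.335 with egg level. limma called 58, 94 and 37 genes higher in males in mel, pse and vir and 181 higher in females in pse.

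With median normalization zygotic X genes exceeded maternal ones by 0.14 in yak, and with high-confidence classes by 0.16, both short of the threshold. Without normalization after eXpress the class was the same for 91.8% in yak-vir and 92.3% in pse-vir, switched genes exceeded conserved ones by 0.55 in yak-pse, and 1144 genes were higher in eggs and 613 higher in embryos in all 4 species. With the 95th percentile the class was the same for 82.7% in mel-vir, 91.1% in yak-vir and 91.7% in pse-vir, and switched genes exceeded conserved ones by 0.48 in yak-pse. It gave 52 genes of Müller D with a higher effect in pse, 1237 genes higher in eggs and 549 higher in embryos in all 4 species, and 1396 higher in embryos in pse.

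A pseudocount of 0.1 gave Müller A differences of 0.34 in pse and 0.44 in vir and a Müller D difference of 0.38 in pse. It gave switched less conserved genes 0.68 in mel-vir, 0.78 in yak-pse and 0.97 in yak-vir, past the threshold, and 10 genes higher in males in vir. With all classes these differences were 0.29, 0.33 and 0.32, also past it. Other values fell: with all classes the pse-vir difference was 0.295. Over the alternatives the lowest difference was 0.285 in mel-pse and 0.0456 in yak-vir. In yak-vir the highest permutation p over the alternatives was 0.801. A mean embryo value above 1 gave 35, 72, 77 and 40 male-biased genes at 1.5-fold. A mean embryo value above 10 gave 93, 90, 233 and 111 female-biased and 13, 15, 22 and 10 male-biased genes, Müller A differences of 0.30 in mel and 0.26 in pse, and a Müller D difference of 0.00 in vir (0.00436). With it zygotic X genes exceeded maternal ones by 0.14 in mel, 0.28 in yak and 0.15 in vir, short of the threshold with fewer genes tested. A pseudocount of 1 in the ratio gave 33, 58, 76 and 37 male-biased genes and X shares of 82.5%, 77.0%, 85.0% and 82.0%. The top 100 genes gave X shares of 61%, 55%, 62% and 55%.

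The rank limits set the counts of shared and specific bias by construction. The top and bottom 10% gave 50 female-biased and 13 male-biased genes in all 4 species, and 25% gave 54 male-biased. With 20% biased and 80% unbiased, female-biased genes of 1 species numbered 232, 278, 362 and 270 and male-biased 387, 392, 386 and 375. With 10% and 60% they numbered 34, 32, 66 and 27, and 65, 81, 75 and 66.

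Only genes with a value above 1 in every library gave correlations of 0.823, 0.701, 0.652, 0.704, 0.651 and 0.652 in embryos and 0.831, 0.701, 0.660, 0.750, 0.632 and 0.644 in eggs. A group mean above 1 in all 4 species gave a Müller A correlation difference of −0.0161 in eggs, with an interval that included 0. The variance difference was 0.00150 in eggs, past no threshold, and reversed in males (0.00382). The maternal genes of high confidence gave 984 genes with a species-specific rate, of fewer genes tested. Their retained fraction correlated at 0.813 with embryo level and −0.119 with egg level. With the 2 removed libraries 24 genes had a lower effect in pse. Separate fits per species called 9 genes higher in females and 3 higher in males in mel, and 0 of either kind in yak, pse and vir, where unadjusted p under 0.05 held for 331 and 104, 734 and 195, and 483 and 160 genes.

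Nothing shows that the numbers of the replicates pair the embryos in all species. The correlation of female and male residuals that share a number ranged from −0.17 to 0.47 over the species. In vir both values were positive (0.35 and 0.47), so pairing stays open there. A block by number was fitted as an alternative. It gave 149 genes higher in females in pse and 89 in vir, 38 genes higher and 25 lower in pse than in the other species, and 31 of the former on Müller D. It also lost the calls of S6kII (0.78) and os (1.03) in pse, and changed no other call of a named gene.

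Leaving out 1 library gave male-biased genes at 1.5-fold from 70 to 112 in mel, 146 to 263 in yak, 137 to 258 in pse and 99 to 158 in vir, and X shares of the top genes from 59.0% to 69.0%, 33.0% to 64.5%, 56.0% to 72.0% and 46.5% to 63.5%. Zygotic less maternal X genes ranged from 0.0869 to 0.26 in mel, 0.0303 to 0.27 in yak and 0.0379 to 0.30 in vir, and the Müller A difference in vir from 0.34 to 0.43. limma called 85 to 206 genes higher in females in mel, 100 to 192 in yak and 84 to 132 in vir, and 8 to 25 higher in males in yak, 31 to 60 in pse and 13 to 31 in vir. Effects higher in pse than in the other species ranged from 54 to 113 genes, lower ones from 19 to 39, and the higher ones on Müller D from 49 to 100.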

Other observations

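The tests of the level and of the spread of levels of Müller A genes were chosen after the lower correlation had been seen.

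Other splits of the embryos were fitted with limma to ask how often sex calls arise without the real labels. In each of mel, yak, pse and vir only the real split (1 of 10) gave as many genes with an adjusted p under 0.05, with at most 11, 48, 23 and 70 genes in the others. With 10 splits in a species the real one cannot be told apart from chance at 0.05 there. Over the 4 species together, 1 of 100 relabelings gave as many, with 932 calls against at most 363. Sex effects of autosomal genes might reflect females and males of different stages. Their correlation across genes with embryo minus egg values was −0.00519 in mel, 0.129 in yak, −0.0178 in pse and 0.0229 in vir. The mean size was 0.0437 (permutation p = 0.841). The yak value had an exact permutation p of 0.2, where 0.1 is the smallest possible, so stage stays open. A biological difference between the sexes was not tested.

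X-linked genes classed zygotic had a higher sex ratio than maternal ones, and their levels differ too. At or below a log10 level of 2, the difference was 0.13 in mel, 0.11 in yak, 0.17 in pse and 0.08 in vir (0.0814), the smallest. The permutation p across genes was 0.0437, 0.193, 2.80e-04 and 0.1005. The differences kept their direction and were smaller than without the level limit in each species. They passed 0.05 in mel and pse and not in yak and vir, so expression level and class cannot be told apart as the cause there.

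Genes of Müller A correlated less between species in eggs than those of other elements. A lower level of these genes stays open: their median log10 egg level was higher than that of the other genes by 0.0120, against the direction of this explanation, but with a bootstrap interval from −0.0437 to 0.0642 that includes a lower level. A narrower spread of levels may also be the cause: the SD of log10 levels was 0.678 on Müller A and 0.750 on the other elements. Level-matched genes of the other elements had a correlation of 0.809 (95% of 500 draws from 0.799 to 0.820), and Müller A 0.818, a difference of 0.00896. Faster divergence of X-linked genes was not tested apart from these.

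The calls of a species-specific rate numbered 2037. Setting the species medians of the retained fraction equal gave 2076 calls, 1957 of them shared, which argues against a difference in scaling between species as the whole cause. Noise of the values gave 192 calls in genes simulated with 1 common rate. New transcription in the embryo and the relative scale of the values, on which a stable transcript can exceed a retained fraction of 1, stay open and were not tested apart. X-linked genes classed maternal had median log2 female:male ratios of 0.38, 0.28, 0.32 and 0.40 in mel, yak, pse and vir. Maternal transcripts enter the egg before sex is set, so these ratios go with new transcription in X-linked genes of this class. For such genes the slope may not measure maternal transcripts alone. The correlations of the retained fraction with level may come from the values they share: permuted egg values gave 0.823 with embryo level, and permuted embryo values −0.504 with egg level, both farther from 0 than the values observed (0.765 and −0.240). A biological relation was not tested apart from this.

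The deposited group means of pse females and vir males include the 2 removed libraries. Means of the libraries kept differ from them by up to 0.562 and 0.339 in log10.

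Species-specific rates were called here for 2037 of 2805 genes maternal with either confidence, a wider set than that of the study, and with the fold on the retained fraction. This is more than the study gives. The number of genes with a species-specific degradation rate was 1706 with the fold on the rate, and 1548 were called with both. For this, negative rates were raised to a small positive bound, which can by itself give more than 2-fold. The retained fraction exceeded 1, a negative rate, in at least 1 species for 1815 genes. The 1706 calls are thus no like-for-like version of the study's filter. Over the genes maternal with high confidence in all 4 species, which match the study's set more closely, 984 of 1454 were called. Their retained fraction correlated at 0.813 with embryo level and −0.119 with egg level. These are more calls than the study gives, but they used the fold on the retained fraction and not on the rate, so the counts cannot be compared directly. The correlations cannot be ranked against those of the study either. They cover all 1454 genes and the retained fraction, while the study used only its called genes and the rate.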
